A study of Saccharomyces cerevisiae and Saccharomyces kudriavzevii and Saccharomyces cerevisiae and Saccharomyces uvarum and Saccharomyces cerevisiae with 18 samples. Its data were reported in "Molecular Analysis of the Genes Involved in Aroma Synthesis in the Species S. cerevisiae, S. kudriavzevii and S. bayanus var. uvarum in Winemaking Conditions" (2014).

How the data were processed

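The study measured gene expression in wine fermentations of a Tempranillo grape must, run at 12°C or at 28°C and sampled when cells entered stationary phase. Each of 18 two-colour arrays compared 1 of 3 strains with the wine strain S. cerevisiae Lalvin T73, taken from a fermentation at the same temperature. The strains were S. cerevisiae Fermol cryophile, a commercial wine yeast, 1 strain of S. uvarum from a culture collection, which the study calls S. bayanus var. uvarum, and 1 strain of S. kudriavzevii. The labels gave 6 groups of 3 arrays, 1 group per strain and temperature, with the replicates lettered A, B and C. The study's methods speak of 2 independent fermentations where cells were collected and of 3 experiments where arrays were hybridised. The 3 arrays of a group were taken as biological replicates, as the series states. If 2 of them shared a fermentation, the standard deviations and p-values given here would be too small. All 18 arrays had the strain in the Cy3 channel and T73 in the Cy5 channel, so that no dye was exchanged and a dye bias of a gene is part of its ratio. The strain characteristic of the S. uvarum replicates differed between replicates in its collection number, while their titles named 1 number throughout, and the titles were followed.

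The authors deposited 1 log2 ratio per open reading frame (ORF) and array. By their methods, amplified RNA was labelled indirectly and hybridised to arrays of PCR products of the S288c ORFs. The arrays were read with an Axon scanner and GenePix Pro with a global background subtraction. In the Acuity software each array was normalised to what the methods call a log2 ratio of 1, spots that were not found were removed, and print-tip effects were corrected by hand. The scanner intensities were not used here, so that the signal over background of each spot is unknown and the number of arrays limits the precision. The median of each array lay between -0.196 and 0.208, so the stated value was read here as a ratio of 1, a log2 of 0. Which dye was the numerator was not stated, and the direction was taken from 2 sources. The labels gave the dyes, and software of this kind writes Cy5 over Cy3, which would make the deposited values T73 over strain. The directions that the study's text gives for single genes were then read as a check, 64 at 12°C and 50 at 28°C, and after the sign was turned 114 of 114 matched, against 0 as deposited. Since the text rests on the same arrays, this shows the sign of the file and not that the dyes were recorded correctly. All values are given here as log2 of strain over T73.

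The table had 6180 lines, of which 2 were control spots (a buffer spot and an Arabidopsis spot) and were left out of all tests. Of the 6178 ORFs, 5148 were paired with a gene symbol in the RefSeq annotation of assembly R64, 526 matched an annotated gene without a symbol, 12 matched only through an older name and 492 matched no annotated gene. Names only were taken from that annotation. For 6 genes with more than 1 line the lines were averaged within each array, which left 6172 genes. Missing values made up 1.48% of the table, and 5007 ORFs had a value on all arrays. The arrays held between 5680 and 6173 values each. A log2 below -10 occurred 76 times over all arrays, and no value lay above 10. These values were kept.

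Each gene was fitted with limma (version 3.58.1 in R 4.3.3) with 1 coefficient per group over all 18 arrays, so that the groups shared a moderated estimate of the spread (prior degrees of freedom 4.74). T73 was present only as the other channel and counted as 1 control sample. Its ratio was tested against 0, which leaves out the spread of the control. The comparisons were each strain against T73 at each temperature, each pair of strains at each temperature, 28°C against 12°C within each strain, and 28°C against 12°C averaged over the 3 strains. Tests were two-sided, genes needed at least 2 values in each group compared, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in that comparison. Genes with an adjusted p below 0.05 are referred to as called. The study's own rule was applied beside it, a median over the replicates of at least 2-fold in genes with at least 2 values, which has no test. The number of genes that passed this rule in all 3 strains was set beside the number expected from independent lists. It was also set beside 200 simulations of unchanged strains, drawn with the spread of the arrays, that shared either 1 control RNA on all 9 arrays of a temperature or 1 control RNA per replicate letter. That spread was pooled over all 18 arrays and not separated by temperature. The control was assumed to vary as much as the rest of an array.

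A list of 52 genes of aroma synthesis was written from the study's text, and 10 further gene sets were defined by gene symbol. All 52 aroma genes were on the array. Because the study's text singled out part of the list from these same arrays, counts adjusted over the list alone are not independent evidence. Gene sets were tested with camera at a preset inter-gene correlation of 0.01 on the 5007 genes with complete values, with adjustment over 66 tests, and again with an estimated correlation, with fry, and with cameraPR over all genes, which was chosen after the data were seen. The sets, the tests, the alternatives and the rule for named genes were fixed before the data were examined, except where an alternative or test is said to have been chosen later. Genes were named by 4 rules. In each comparison the 2 highest and 2 lowest called genes were named among those with a value on all arrays concerned and the same sign on every array, or no overlap between the groups. From the aroma list, genes changed 2-fold in one direction in all 3 strains, or in opposite directions in a pair of strains, were named. A selection of 17 genes that the study's text names was followed, as were 3 genes that the text describes as not hybridising in 1 species.

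The scripts were tested on simulated data with 200 genes changed by 3 on the log2 scale. For S. cerevisiae against T73 at 12°C, 92.5% of these were recovered among 6171 genes, and 3.65% of the calls were false. For S. uvarum against S. kudriavzevii at 28°C, 59.0% were recovered among 6147 genes with 4.84% false calls. For 28°C against 12°C in S. cerevisiae, 62.5% were recovered among 6150 genes with 6.02% false calls, and for the mean over the strains 92.5% among 6092 genes with 3.65%. The alternatives that were tried covered the scaling between arrays, the filter on missing values, the replicate letter as a block, the arrays in the fit, array weights, the fold threshold, the mean in place of the median, and leaving out each array in turn. Treating values below -10 as missing and keeping only annotated ORFs were chosen after the data were seen. Correlations across arrays and differences between sets of arrays were tested with exact permutation tests in scipy 1.17.1. Term enrichment as in the study was not run, since no term database was used here.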

Results

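Log2 ratios of strain over S. cerevisiae Lalvin T73 were examined on 18 arrays, 3 for each of 3 strains at 12°C and at 28°C. The spread of the values differed between arrays, with standard deviations across ORFs from 0.63 in S. cerevisiae Fermol cryophile replicate C at 28°C to 1.99 in S. kudriavzevii replicate B at 12°C. Replicates of a group correlated with Pearson r across ORFs between 0.267 and 0.705 at 12°C (median 0.430 of 9 pairs). At 28°C they correlated between 0.027 and 0.615 (median 0.161 of 9 pairs). ORFs are not independent replicates, so these coefficients only describe the arrays. In S. cerevisiae replicate C at 28°C, 6.12% of ORFs were at least 2-fold from T73, against 32.7% and 38.8% in replicates A and B. An array correlated on average most with the arrays of its own strain in 5 of 9 cases at 12°C and in 4 of 9 cases at 28°C. Pairs of arrays from different temperatures correlated with a median r of 0.059, and 15 of 81 such pairs lay below -0.3, the lowest at -0.62. The direction was kept on all arrays because the labels state the same dyes throughout and the temperatures can oppose each other.

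**Figure D1:**
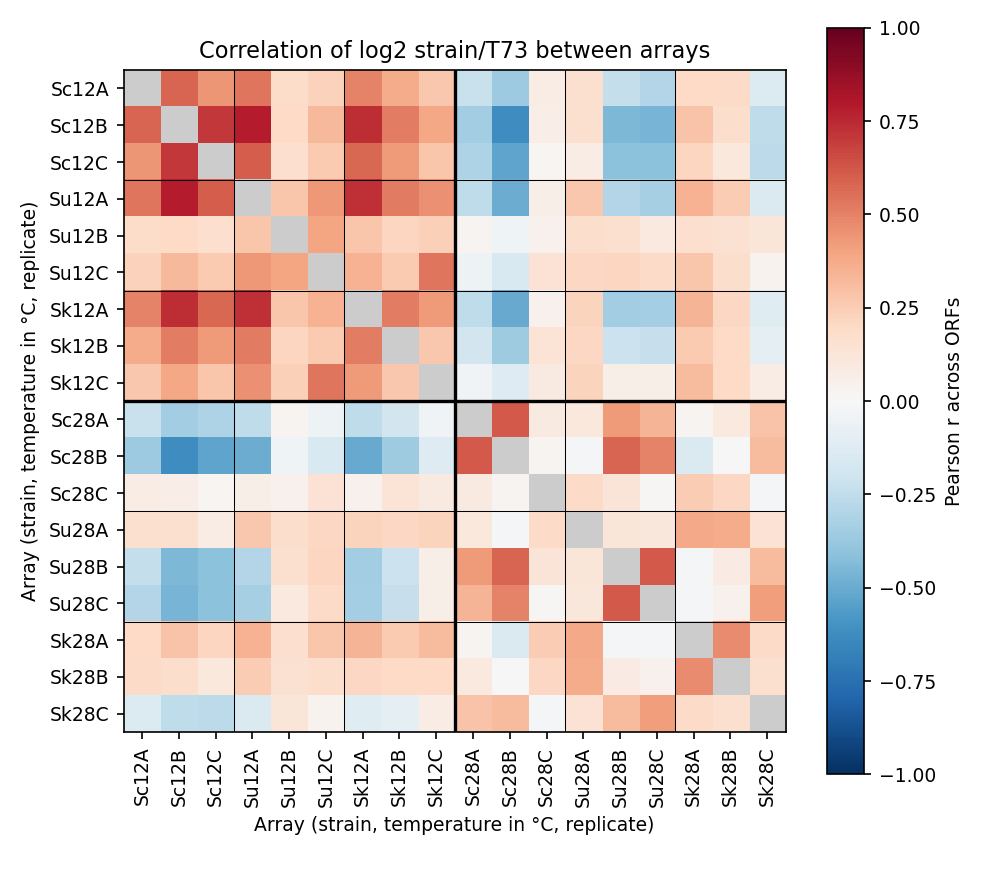
Pearson r across ORFs between the log2 ratios (strain over T73) of each pair of the 18 arrays, named by strain (Sc, S. cerevisiae; Su, S. uvarum; Sk, S. kudriavzevii), temperature in °C and replicate, with thick lines between the temperatures. All pairs within 12°C lie above 0, while pairs across temperatures reach -0.62.

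The first comparison asked how many genes differed between each strain and T73. The probes are S. cerevisiae sequences, so for S. uvarum and S. kudriavzevii a ratio can also hold a difference in hybridisation. The study tested this with DNA-DNA arrays and reported that most genes of both strains hybridised. Such a part of the ratios was not separated here, for the counts, the named genes or the gene sets. At 12°C, limma called 501 of 6171 genes in S. cerevisiae (346 higher and 155 lower than T73). It called 394 of 6160 in S. uvarum (150 higher, 244 lower) and 1439 of 6139 in S. kudriavzevii (841 higher, 598 lower). At 28°C the numbers were 2 of 6151 genes in S. cerevisiae (1 higher, 1 lower), 668 of 6149 in S. uvarum (491 higher, 177 lower) and 9 of 6170 in S. kudriavzevii (9 higher, 0 lower). Without adjustment, 826 genes in S. cerevisiae and 697 in S. kudriavzevii at 28°C had p below 0.05, where chance alone would give 307.6 and 308.5. The median standard error of a group mean was between 0.49 and 0.50 on the log2 scale. These counts depended strongly on the arrays in the fit and on how they were weighted. Array weights raised them, to 3568 genes in S. cerevisiae at 12°C and 2494 at 28°C. A limma fit of the 3 arrays of a group alone called 1516 genes in S. cerevisiae at 12°C, 1 in S. kudriavzevii at 28°C and 0 in the other 4 groups, where between 952 and 1574 genes had an unadjusted p below 0.05. Genes that were lower than T73 formed the majority of the calls in S. uvarum at 12°C as deposited, but not after scaling the arrays (308 higher, 305 lower) or quantile normalisation (287 higher, 268 lower). Without S. cerevisiae replicate A at 12°C the count of 501 fell to 0, and without S. uvarum replicate B at 12°C the count of 394 became 15. Without S. kudriavzevii replicate B at 12°C 481 genes were called, and without S. uvarum replicate C at 28°C 44. Without S. cerevisiae replicate C at 28°C, 165 genes were called in that group.

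By the 2-fold rule on the median, which has no test, 1872 genes (30.3%) changed in S. cerevisiae at 12°C, 1714 (27.8%) in S. uvarum and 2475 (40.3%) in S. kudriavzevii. At 28°C they were 1386 (22.5%), 2102 (34.2%) and 932 (15.1%), in the same order of strains. Of these genes limma also called 495, 387 and 1348 at 12°C, and 2, 646 and 9 at 28°C. At least 3-fold in place of 2-fold left between 195 genes in S. kudriavzevii at 28°C and 1195 in the same strain at 12°C.

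**Figure D2:**
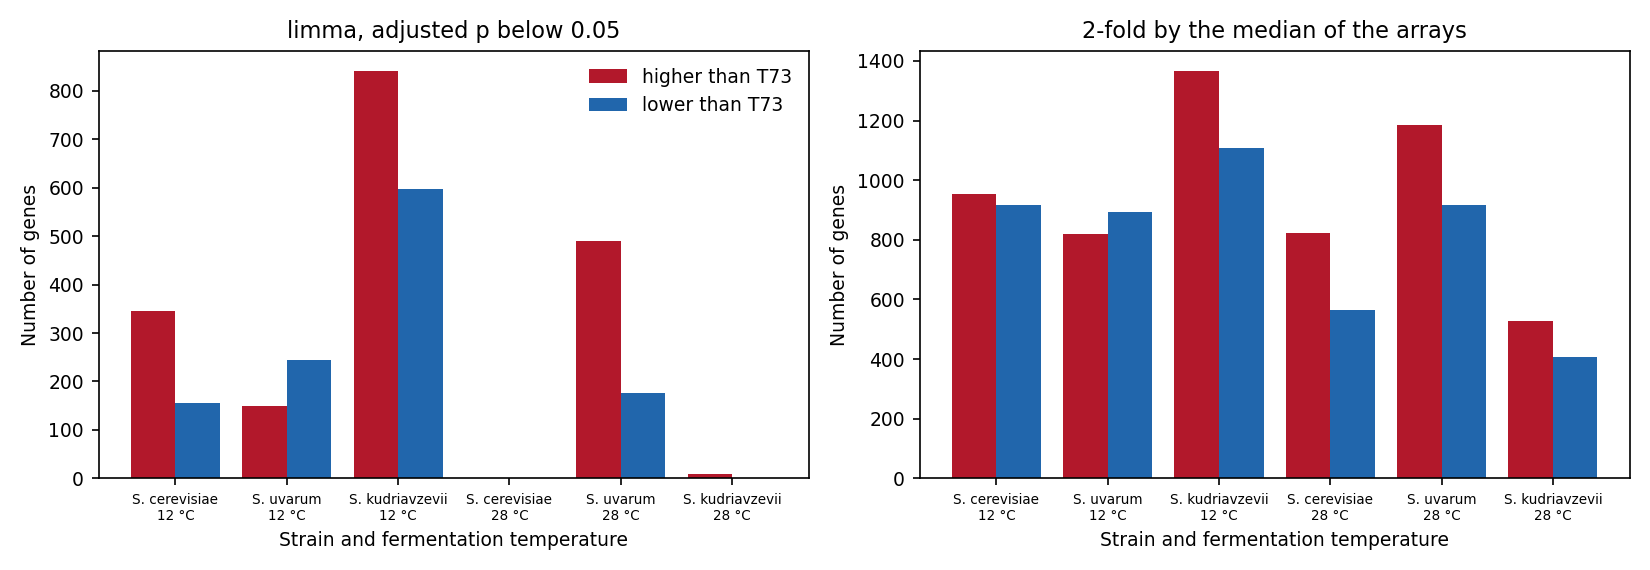
Number of genes higher (red) or lower (blue) than T73 in each strain at 12°C and 28°C, at left those with an adjusted p below 0.05 by limma and at right those at least 2-fold changed by the median of the 3 arrays, on separate scales that both start at 0. Few genes were called in S. cerevisiae (2) and S. kudriavzevii (9) at 28°C, while 1386 and 932 passed the 2-fold rule.

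The most extreme called genes at 12°C are given with the standard deviation of 3 arrays. In S. cerevisiae, FRT2 (YAL028W) was highest at a log2 of 5.71 ± 1.91 (SD, n = 3, adjusted p 0.0329), followed by MET8 (YBR213W) at 5.18 ± 1.22 (SD, n = 3, adjusted p 0.0309). The lowest were SGM1 (YJR134C) at -3.74 ± 4.13 (SD, n = 3) and NCA3 (YJL116C) at -2.23 ± 0.26 (SD, n = 3). SGM1 rested mostly on 1 array and had a mean of -1.37 without replicate A. In S. uvarum, YCRX05W, an ORF that matched no annotated gene, was at 4.45 ± 2.72 (SD, n = 3) and CLN3 (YAL040C) at 3.69 ± 2.10 (SD, n = 3). In S. kudriavzevii, CDD1 (YLR245C) was at 5.01 ± 4.33 (SD, n = 3) and DFP3 (YCR007C) at 4.80 ± 3.83 (SD, n = 3). The lowest means were those of YBL012C (-7.46) and PUT7 (-6.55) in S. uvarum and of MCP1 (-6.85) and STV1 (-5.76) in S. kudriavzevii. Each of these 4 genes owed its mean to 1 value near the bottom of the scale, at -16.94, -16.74, -16.98 and -17.14. With values below -10 treated as missing, none of the 4 was called, and the means became -2.71, -1.46, -1.79 and -0.06.

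At 28°C, OPT2 (YPR194C) in S. cerevisiae was at 4.26 ± 2.53 (SD, n = 3) and YMR051C at -2.85 ± 0.25 (SD, n = 3), both with an adjusted p of 0.0465, and these were its only called genes. In S. uvarum the highest were ATG8 (YBL078C) at 4.86 ± 3.23 (SD, n = 3) and YGK1 (YGL101W) at 4.18 ± 1.88 (SD, n = 3). GTT3 (-6.74) and YER097W (-6.32) were its lowest, each with 1 value of -16.77, and were not called with such values treated as missing (-1.72 and -1.10). In S. kudriavzevii, HIS3 (YOR202W) was at 4.39 ± 0.55 (SD, n = 3, adjusted p 0.0154) and YER010C at 3.23 ± 1.36 (SD, n = 3, adjusted p 0.0479). Over all comparisons, 67 of the calls on named genes were followed while each array was left out in turn. In 59 of them the call was lost without at least 1 array, in 8 it held in every case, and the sign changed in 0.

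The second comparison asked which changes the 3 strains shared. At 12°C, 378 genes were 2-fold higher and 321 were 2-fold lower in all 3 strains among 6131 genes with enough values, where independent lists of the same sizes would share 27.6 and 24.1. At 28°C, 71 genes were shared as higher and 23 as lower among 6130, against 13.2 and 5.49 from independent lists. All comparisons had T73 in common, which produces overlap without any effect of the strains. Simulated unchanged strains with 1 control RNA on all arrays shared on average 819.7 genes in both directions at 12°C and 817.8 at 28°C. With 1 control RNA per replicate letter they shared 79.5 and 80.2. Such a control would make arrays of the same letter and temperature vary together. Their residuals from the group means correlated with a median r of only 0.026 (-0.346 to 0.384), which argues against this setting. The observed totals were 699 and 94. The simulated numbers rest on the assumed spread of the control, and a less variable control would give fewer shared genes. Of the genes called by limma, 38 higher and 53 lower ones were shared by the 3 strains at 12°C, and 0 at 28°C. At least 3-fold in place of 2-fold left 136 higher and 22 lower genes shared at 12°C, and 9 and 2 at 28°C.

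The third comparison set the strains against each other at one temperature, in which T73 and the dye bias cancel if the same control was used. At 12°C limma called 1 gene between S. uvarum and S. cerevisiae, 0 between S. kudriavzevii and S. cerevisiae and 0 between S. uvarum and S. kudriavzevii. Unadjusted p below 0.05 was found for 499, 437 and 449 genes, against about 308 by chance. At 28°C there were 0 calls between S. uvarum and S. cerevisiae, 1 between S. kudriavzevii and S. cerevisiae and 9 between S. uvarum and S. kudriavzevii (5 higher in S. uvarum and 4 lower), with 515, 445 and 698 unadjusted. With array weights the counts ranged from 31 genes between S. uvarum and S. kudriavzevii at 12°C to 1572 between S. kudriavzevii and S. cerevisiae at 28°C. CUP1-2 was lower in S. uvarum than in S. cerevisiae at 12°C by a log2 difference of -4.30 (SE 0.67, adjusted p 0.0389), with means of -2.92 ± 0.59 and 1.38 ± 0.41 (SD, n = 3 each). CUP1-2 is 1 of 2 near-identical copies, and the other, CUP1-1, differed by -3.77 without passing the threshold (adjusted p 0.224). YBL005W-A, an ORF of a Ty element with many similar copies, was 4.49 higher in S. kudriavzevii than in S. cerevisiae at 28°C (adjusted p 0.0233). Between S. uvarum and S. kudriavzevii at 28°C, SDH2 differed by 3.83 and ACS2 by 3.22, and YER010C by -4.63 and YBL005W-A by -3.76. SDH2, ACS2, YER010C and YBL005W-A lost the call in 14, 12, 15 and 13 of the 18 fits that left out 1 array. Their highest adjusted p, between 0.226 and 0.237, came without S. uvarum replicate C at 28°C.

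The fourth comparison asked whether the difference from T73 changed with temperature. It contains the response of T73 itself with the opposite sign, and any difference between the hybridisations at the 2 temperatures. Within S. cerevisiae, 751 of 6150 genes were called (347 higher at 28°C and 404 lower), within S. uvarum 176 of 6138 (123 higher, 53 lower) and within S. kudriavzevii 25 of 6137 (16 higher, 9 lower). Averaged over the 3 strains, 2205 of 6092 genes were called (1207 higher, 998 lower; 36.2%), and between 1685 and 2545 when 1 array was left out. More of the 2205 genes were higher than lower at 28°C as deposited, but not after centring (1025 higher, 1112 lower) or scaling the arrays (958 higher, 1094 lower), so that no direction is given for them as a whole. In S. uvarum the majority turned after scaling (39 higher, 51 lower) and after quantile normalisation (64 higher, 73 lower). The counts within a strain depended on single arrays. Without S. cerevisiae replicate A at 12°C 0 genes were called in that strain, without S. uvarum replicate A at 12°C 1 gene, and without S. kudriavzevii replicate A at 28°C 0 genes. Of the 2205 genes, 180 had a value on all arrays and no overlap between the temperatures. Chance would give fewer than 1 such gene if all arrays were independent, which a T73 RNA shared within a temperature would undo. Among the 180 genes RRP7 (YCL031C) had the highest mean difference, 3.46 (SE 0.55, adjusted p 0.000466, n = 9 against 9), followed by RTC2 (YBR147W) at 2.92. The lowest were TOF1 (YNL273W) at -4.29 (SE 0.55, adjusted p 0.000224, n = 9 against 9) and SHE4 (YOR035C) at -4.08. These 4 genes stayed called whichever array was left out.

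Within single strains, the largest changes with temperature were found for the following genes, of which FRT2, OPT2 and RRP7 have appeared above. In S. cerevisiae, OPT2 rose by 4.58 and RRP7 by 4.44 from 12°C to 28°C, while FRT2 fell by 7.22 and YCR085W fell by 6.68. In S. uvarum, ACS1 (YAL054C) rose by 3.90 and NSG2 (YNL156C) by 3.85, while YNR025C fell by 5.65 and ACP1 (YKL192C) fell by 4.91. In S. kudriavzevii, MDH1 (YKL085W) rose by 4.14 and IAT4 (YDR391C) by 4.06, while YGL239C fell by 4.59 and PRM1 (YNL279W) fell by 4.22. The adjusted p-values of these 12 changes lay between 0.0134 and 0.0475, and each of the calls was lost without at least 3 single arrays of the 18.

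Of the 52 genes of aroma synthesis, 3 were called at 12°C in S. cerevisiae, 9 in S. uvarum and 14 in S. kudriavzevii after adjustment over all genes tested. Adjusted over the list alone there were 2, 11 and 15. At 28°C the numbers were 0, 8 and 0 over all genes tested, and 1, 10 and 0 adjusted over the list alone. Unadjusted p below 0.05 was found for 12 aroma genes in S. cerevisiae and 4 in S. kudriavzevii at 28°C. By the 2-fold rule 22, 22 and 30 aroma genes changed at 12°C and 17, 20 and 12 at 28°C. At least 3-fold in place of 2-fold left 5, 8 and 16 at 12°C. Between strains, limma called 0 aroma genes in 5 of 6 comparisons after adjustment over all genes tested, and 1 (ACS2) between S. uvarum and S. kudriavzevii at 28°C. In the 5 comparisons without a call, between 2 and 11 aroma genes had an unadjusted p below 0.05. Adjusted over the list alone, ACS1, ACS2 and ALD6 were also higher in S. uvarum than in S. cerevisiae at 28°C, by 3.18, 3.08 and 3.19. For the temperature difference averaged over the strains, 22 aroma genes were called (18 higher at 28°C and 4 lower), and 24 adjusted over the list alone.

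Aroma genes that changed 2-fold in the same direction in all 3 strains were found only at 12°C. PDC2 (YDR081C) and EGH1 (YIR007W) were higher than T73, and ADH3, ADH4, ADH5, BGL2, EEB1, EXG1, GAP1, ILV2 and MEP2 were lower. The median log2 of PDC2 was 1.83 in S. cerevisiae, 1.10 in S. uvarum and 2.61 in S. kudriavzevii, and that of EGH1 was 1.22, 1.73 and 1.41. The medians of the 9 lower genes were between -2.41 and -1.05. No aroma gene was shared by the 3 strains at 28°C by this rule, in either direction, although centring each array on its median gave 1 shared as higher. ALD4 was in opposite directions at 12°C, at -1.27 in S. cerevisiae and 1.42 in S. uvarum, and LEU1 and PDC1 were at 28°C. LEU1 was at 1.10, 1.77 and -1.22 in S. cerevisiae, S. uvarum and S. kudriavzevii, and PDC1 at 1.00, 0.19 and -1.17. None of ALD4, LEU1 and PDC1 was called by limma in any group at either temperature.

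**Figure D3:**
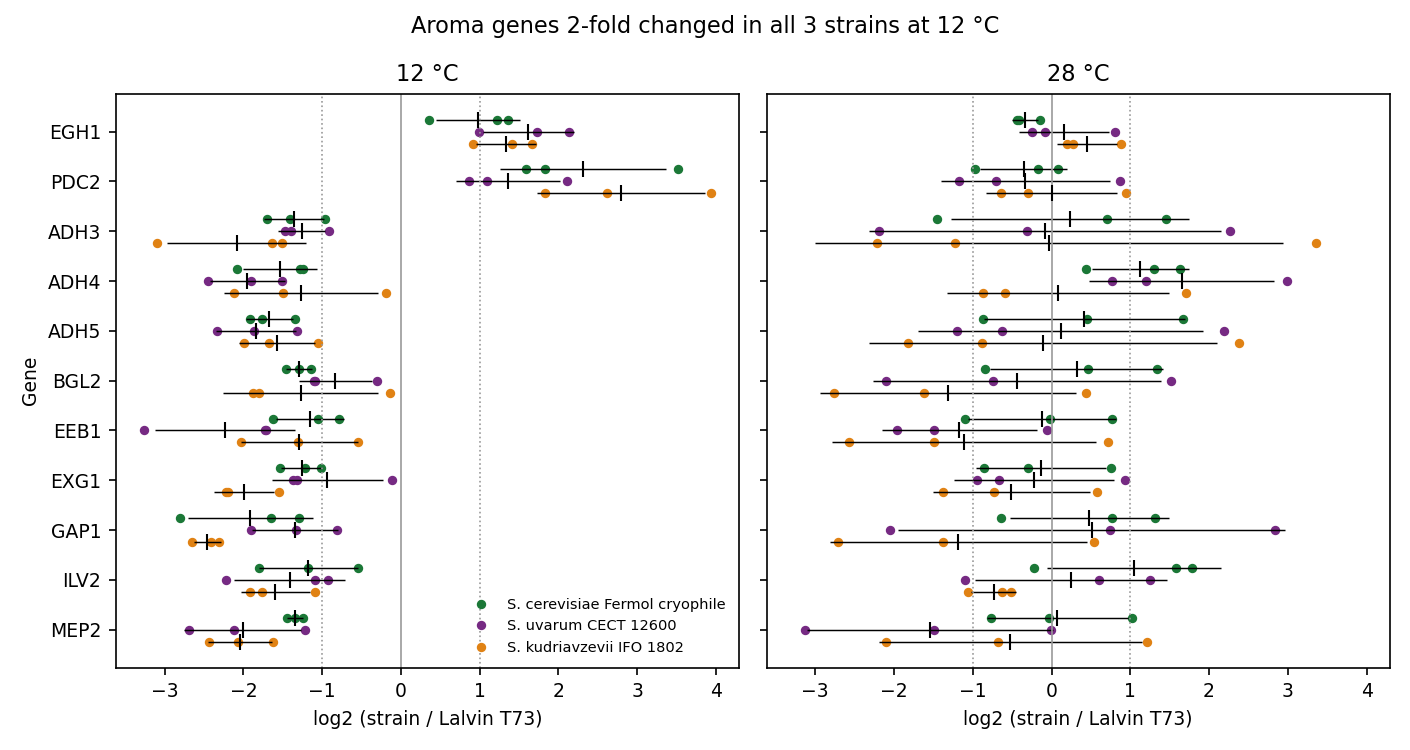
Log2 ratio (strain over T73) of the 11 aroma genes that changed 2-fold by the median in all 3 strains at 12°C, at 12°C (left) and 28°C (right), with 1 point per array, a black tick at the mean and a bar of 1 SD over 3 arrays. Dotted lines mark 2-fold, and at 28°C the arrays of each of these genes lie on both sides of 0.

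Of the 17 genes selected from those that the study's text names, 11 had at least 1 call among the 6 groups, with 15 calls in 102 tests. The text names further genes, and the tests include groups for which it reports no change of the gene. Some calls, such as ARO1 in S. uvarum and PDC6 in S. kudriavzevii at 12°C, fell in such groups. The count is therefore no measure of the study's statements. PDC2 was called in S. cerevisiae (2.31 ± 1.05, SD, n = 3, adjusted p 0.0217) and in S. kudriavzevii (2.79 ± 1.06, SD, n = 3, adjusted p 0.00333) at 12°C, and not in S. uvarum (1.36, adjusted p 0.109). ARO1 was called in all 3 strains at 12°C, at 2.50 ± 0.58, 1.38 ± 0.91 and 2.31 ± 0.39 (SD, n = 3 each) in S. cerevisiae, S. uvarum and S. kudriavzevii, and in none at 28°C. In S. uvarum at 12°C, ADH4 was at -1.95, ATF2 at 1.79, EEB1 at -2.23 and ARO10 at 2.30. In S. kudriavzevii at 12°C, EXG1 was at -1.99, GAP1 at -2.46, ILV2 at -1.59, PDC6 at 1.00 and ARO10 at 1.46. EHT1 was called at 28°C in S. uvarum (2.14 ± 1.02, SD, n = 3, adjusted p 0.00515). ADH3, ADH5, ALD4, BGL2, LEU1 and PDC1 had no call. Of the 15 calls, PDC6 in S. kudriavzevii was lost with the replicate letter as a block, and the calls of PDC2, EXG1 and ARO1 in S. kudriavzevii and of EHT1 in S. uvarum held whichever array was left out. ILV5, PDA1 and MUP3, which the study describes as not hybridising in 1 of the species, had a value on 18 of 18 arrays each. The study's statement follows its tests with DNA-DNA arrays. Since T73, itself S. cerevisiae, was on every array, a value does not show that the other species hybridised, and the statement is left undecided.

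The similarity of the aroma profiles was measured by Pearson r across the 52 genes, which are not independent replicates. At 12°C it was 0.704 between S. cerevisiae and S. uvarum, 0.863 between S. cerevisiae and S. kudriavzevii and 0.774 between S. uvarum and S. kudriavzevii. At 28°C the values were 0.242, 0.028 and 0.439 in the same order. Spearman rho was 0.725, 0.832 and 0.790 at 12°C and 0.292, 0.014 and 0.420 at 28°C. Simulated unchanged strains that shared 1 control RNA gave a mean r of 0.751 at 12°C and 0.747 at 28°C. Those with 1 control RNA per replicate letter gave 0.496 and 0.483. In both settings the control was assumed to vary as much as the rest of an array, which fixes these r values beforehand. They were not estimated from the arrays and are no test of the observed r. Between single arrays of 2 strains r had standard deviations of 0.103 to 0.176 at 12°C and of 0.218 to 0.380 at 28°C. Whether r differed between pairs of strains or between temperatures was not tested. Leaving out S. uvarum replicate A at 28°C moved r between S. uvarum and S. kudriavzevii from 0.439 to 0.166. Without S. cerevisiae replicate C at 28°C, r of S. cerevisiae with S. uvarum moved from 0.242 to 0.144 and r with S. kudriavzevii from 0.028 to -0.147, while without its replicate B the latter was 0.239, so that its sign is not determined.

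Among the 66 gene set tests, camera with the preset correlation made 20 calls, fry 5 and camera with an estimated correlation 0. The cytosolic ribosomal protein genes had a median log2 of -0.90 in S. cerevisiae at 12°C (camera adjusted p 0.000484) and of 1.44 in the same strain at 28°C (4.2e-30). Their median was 0.53 in S. uvarum at 12°C (0.00104), 1.14 in S. uvarum at 28°C (1.14e-09) and 0.24 in S. kudriavzevii at 28°C (0.0354). The aryl-alcohol dehydrogenase genes had a median of -1.82 in S. cerevisiae (0.00215) and -2.11 in S. kudriavzevii (0.00239) at 12°C, and of 1.30 in S. uvarum at 28°C (0.0445). Hexose transporters were called as lower in S. cerevisiae at 12°C (-1.34, adjusted p 0.00515). The calls that fry also made were those of the aryl-alcohol dehydrogenases at 12°C, the ribosomal proteins in S. cerevisiae at 28°C (0.0237), and the translation initiation factors (median 0.92) and the vacuolar ATPase (0.79) in S. uvarum at 28°C. Camera, but not fry, also called the translation initiation factors (0.75, adjusted p 0.00104) and the vacuolar ATPase (0.68, adjusted p 0.0486) in S. cerevisiae at 28°C. The sign of the median of each called set was the same as deposited, after centring, after scaling and after quantile normalisation. Centring moved the median of all genes from -0.13 to 0.02 in S. cerevisiae at 12°C and from 0.09 to -0.02 in S. uvarum at 28°C. Proteasome genes were called as lower in S. cerevisiae (-1.05) and S. kudriavzevii (-0.65) at 12°C and as higher in S. uvarum at 28°C (1.13), and heat shock genes as lower in the 3 strains at 12°C and higher in S. kudriavzevii at 28°C (0.78). The aroma list, the mitochondrial ribosomal proteins, the alcohol dehydrogenases and the cell wall proteins induced by cold had no call in camera, while cameraPR over all genes called the aroma list in S. uvarum at 28°C (adjusted p 0.0258, against 0.0837 in camera). It also called the vacuolar ATPase in S. cerevisiae at 12°C (0.0262), and not the ribosomal proteins in S. kudriavzevii at 28°C (0.0764).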

Values the study reported

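The study reported a different expression from Lalvin T73 for approximately 30% of the genes. It counted 306 genes that were up-regulated and 236 that were down-regulated in all 3 strains at 12°C. At 28°C it counted 77 up-regulated and 41 down-regulated genes shared by the 3 strains.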

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

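Of the tests in this part, the partial correlation that removed the S. cerevisiae profiles was chosen only after the result was seen.

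Averaged over the 3 strains, the log2 ratio to T73 differed between 28°C and 12°C for 2205 genes, and for 22 of the aroma genes. Of 100 drawn splits of the 18 arrays, only 1, the real one, gave as many genes (the next largest gave 812). This argues against a chance arrangement of independent arrays. The splits cannot exclude a chance deviation that the 9 arrays of a temperature share, as from 1 T73 RNA or 1 hybridisation batch. Within the strains the difference was called for 751 genes in S. cerevisiae, 176 in S. uvarum and 25 in S. kudriavzevii. In each of these 3 comparisons 1 of the 10 splits of the 6 arrays, the real one, gave as many genes, and with 10 splits chance cannot be excluded. A turned sign at one temperature was argued against by the difference between S. uvarum and S. kudriavzevii, named for this test beforehand, which correlated between 12°C and 28°C with r = 0.257 (0.135 to 0.343 when 1 array was left out), where a turned sign needs r below 0. The difference between S. uvarum and S. cerevisiae gave r = 0.227 (0.079 to 0.360). That between S. kudriavzevii and S. cerevisiae gave r = 0.075 (-0.006 to 0.163) and decides nothing. An imbalance of dye or background in weak spots had the values it needs. ORFs that match no annotated gene, taken as weakly expressed, lay at a mean of 0.57 relative to the array's median at 12°C, above 0 on 9 of 9 arrays. At 28°C they lay at -0.23, below 0 on 7 of 9 (exact permutation p 0.000165). ORFs that were often not found differed in the same direction (0.50 against -0.08, exact permutation p 0.012). Part of the temperature difference may therefore come from the signal level. The temperatures also differ in the response of T73 itself and possibly in hybridisation batch, which cannot be told apart here, and a response of the strains to temperature stays open and untested.

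A signal also appeared in a control spot that no comparison uses. The Arabidopsis spot lay at 1.99 ± 0.92 (SD, n = 9) relative to the array's median at 12°C, above 0 on 9 of 9 arrays, and at -0.85 ± 0.76 (SD, n = 9) at 28°C, below 0 on 8 of 9 (exact permutation p 4.11e-05, the smallest these permutations can give; 0.000287 after adjustment over 7 measures). The buffer spot differed in the same direction (0.67 against -1.42, exact permutation p 0.00543, adjusted 0.0076). Neither spot should carry yeast signal, and with the test on unmatched ORFs (exact permutation p 0.000165) this is consistent with an imbalance of dye or background that differs between the temperatures. Whether RNA was added to the samples for the Arabidopsis spot is not known here, and no biological explanation was tested for it.

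Between S. uvarum and S. cerevisiae at 12°C, 1 gene (CUP1-2) differed. As many genes were called in 2 of the 10 splits of the 6 arrays, so chance cannot be excluded. Between S. kudriavzevii and S. cerevisiae at 28°C, 1 gene (YBL005W-A) differed, and 1 of the 10 splits, the real one, gave as many, which with 10 splits cannot exclude chance. Limma called 0 genes for S. kudriavzevii against S. cerevisiae and for S. uvarum against S. kudriavzevii at 12°C. It also called 0 for S. uvarum against S. cerevisiae at 28°C. In these comparisons all 10 splits trivially gave as many. In the same order, 437, 449 and 515 genes had an unadjusted p below 0.05. With the real split included, 2, 4 and 4 of the 10 splits gave as many such genes, which does not exclude chance. CUP1-2 was lost in 13 of the 18 fits that left out 1 array, with the highest adjusted p, 0.371, without S. uvarum replicate C at 12°C, and YBL005W-A was lost in 5 of 18, with 0.276 without S. kudriavzevii replicate A at 28°C. Cross-hybridisation of similar copies and differences in copy number or sequence between the species were not tested and stay open beside a difference in expression.

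Between S. uvarum and S. kudriavzevii at 28°C, 9 genes differed. Of the 10 splits of the 6 arrays, 2 gave as many genes, and the other of these gave 95, so chance cannot be excluded. S. uvarum replicate A and S. kudriavzevii replicate C at 28°C lay closer to the other group. A swap of their labels was tested against the difference between the species at 12°C. S. kudriavzevii replicate C correlated with it at r = 0.108 and S. uvarum replicate A at r = -0.083, each with the sign of the other species, where the other arrays had 0.332 and 0.281 in S. uvarum and -0.153 and -0.080 in S. kudriavzevii. Since S. cerevisiae arrays reached 0.151 and 0.274 as well, this measure is not specific to the species. With the S. cerevisiae profiles removed the partial r was 0.017 for S. kudriavzevii replicate C and -0.049 for S. uvarum replicate A. The other arrays had 0.225 and 0.149 in S. uvarum and -0.087 and -0.036 in S. kudriavzevii. S. uvarum replicate A thus still lay among the S. kudriavzevii arrays, and S. kudriavzevii replicate C lay between the groups. The gap of 0.066 between these 2 arrays was within 0.0758, the largest gap between the other 2 arrays of a group. Swapped labels are therefore a candidate explanation that these arrays leave open, and the labels were used as given.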

How the results depend on the processing

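Treating values below -10 as missing, keeping only annotated ORFs and cameraPR were chosen after the data were seen. Named genes were followed under centring, the replicate letter as a fixed block, values below -10 as missing and leaving out 1 array, and no called one changed sign there. The counts of genes called by limma stayed within 1.5 times their value with a robust fit, with 2-fold added to the adjusted p, with the first line of duplicated genes, with values below -10 as missing and with annotated ORFs only. The counts of 2-fold genes did so with the first line of duplicated genes, with all 3 arrays required and with values below -10 as missing. The aroma profiles moved by less than their spread with Spearman rho and with medians. The temperature difference over the strains (2205 genes) stayed within 1.5 times under all alternatives but array weights. Groups are given in the order S. cerevisiae, S. uvarum, S. kudriavzevii. Where a count moved, the cause was not tested unless given.

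Centring each array on its median gave 1 called gene in S. cerevisiae and 14 in S. kudriavzevii at 28°C, 2 between these strains at 28°C and 38 for temperature in S. kudriavzevii, and 1 aroma gene shared as higher at 28°C. Of the 501 genes of S. cerevisiae at 12°C, 441 remained called, and 460 of its calls were higher and 95 lower than T73. For temperature in S. cerevisiae 622 of 751 remained, with 218 higher and 512 lower at 28°C. Centring lost the calls of the named genes NCA3 in S. cerevisiae and PUT7 and MEP2 in S. uvarum at 12°C. It also lost those of OPT2 in S. cerevisiae at 28°C and of ILV2 for temperature in S. cerevisiae. The adjusted p of these genes lay between 0.0501 and 0.0616. EGH1 in S. cerevisiae at 12°C became called (adjusted p 0.0441). Scaling the arrays to one spread gave 792, 613 and 451 genes at 12°C and 240, 177 and 293 at 28°C, 55 between S. kudriavzevii and S. cerevisiae at 28°C, 1 between S. uvarum and S. kudriavzevii at 28°C, and 1252 and 90 for temperature in S. cerevisiae and S. uvarum. Quantile normalisation gave 830 in S. cerevisiae and 510 in S. kudriavzevii at 12°C, 322, 314 and 342 at 28°C, 1 between S. uvarum and S. cerevisiae and 51 between S. kudriavzevii and S. cerevisiae at 28°C, and 1289 and 44 for temperature in S. cerevisiae and S. kudriavzevii.

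With only genes on all 18 arrays, 1 gene was called between S. uvarum and S. kudriavzevii at 12°C, 2 between S. kudriavzevii and S. cerevisiae at 28°C and 43 for temperature in S. kudriavzevii, where fewer genes were tested. With 1 value sufficient, 1 gene was called between S. kudriavzevii and S. cerevisiae and 2 between S. uvarum and S. kudriavzevii at 12°C, and 1 between S. uvarum and S. cerevisiae at 28°C. A fit on the compared arrays alone, with fewer arrays to estimate the spread, gave 1516, 0 and 0 genes at 12°C and 0, 0 and 1 at 28°C, 0 between S. uvarum and S. cerevisiae at 12°C and 0 between S. uvarum and S. kudriavzevii at 28°C, and 1486, 0 and 0 for temperature. Array weights, between 0.217 for S. uvarum replicate A at 28°C and 7.48 for S. cerevisiae replicate B at 12°C, gave 3568, 969 and 2373 genes at 12°C and 2494, 1438 and 696 at 28°C. Between strains they gave 297 (S. uvarum and S. cerevisiae), 72 (S. kudriavzevii and S. cerevisiae) and 31 (S. uvarum and S. kudriavzevii) at 12°C and 223, 1572 and 861 at 28°C, and for temperature 3771, 987 and 1035, and 3582 over the strains. Which direction held the majority of the calls also turned in S. cerevisiae at 12°C in the fit on its arrays alone (642 higher, 874 lower) and with array weights (1565 and 2003), for temperature in S. cerevisiae with genes on all arrays (384 and 352), in the fit on its arrays alone (777 and 709) and with array weights (2189 and 1582), and for temperature in S. kudriavzevii with array weights (397 and 638). Between S. uvarum and S. kudriavzevii at 28°C it turned after scaling (0 and 1), after quantile normalisation (2 and 9) and with the letter as a block (3 and 4). With array weights it turned between S. uvarum and S. cerevisiae at 12°C (174 and 123) and between S. kudriavzevii and S. cerevisiae at 28°C (643 and 929).

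The replicate letters were tested as a block, although the residuals of arrays with the same letter and temperature correlated with a median r of only 0.026 (-0.346 to 0.384, above 0.1 in 5 of 18 pairs), so that the letters do not pair the arrays. With the block, 0 genes were called in S. cerevisiae at 28°C, and no other count moved over 1.5 times. Among the named genes, OPT2 and YMR051C in S. cerevisiae at 28°C, SDH2 between S. uvarum and S. kudriavzevii, YGL239C for temperature in S. kudriavzevii and PDC6 in S. kudriavzevii at 12°C were no longer called. With the block as a random effect (correlation 0.0231) no limma count moved over 1.5 times.

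At 1.5-fold, 3402, 3168 and 3815 genes changed at 12°C and 2778, 3531 and 2476 at 28°C, of which 766 higher and 850 lower were shared at 12°C and 292 and 145 at 28°C. Aroma genes were then 36 and 34 at 12°C in S. cerevisiae and S. uvarum and 27, 37 and 28 at 28°C, with 6 shared as higher and 16 as lower at 12°C and 3 as higher at 28°C. At 3-fold, 624, 566 and 1195 genes changed at 12°C and 445, 896 and 195 at 28°C, with 136 and 22 shared at 12°C and 9 and 2 at 28°C. Aroma genes were then 5, 8 and 16 at 12°C and 7, 10 and 3 at 28°C, with 0 shared as higher and 1 as lower at 12°C. A looser or stricter threshold moves such counts by construction. With the mean in place of the median, 7 aroma genes changed in S. kudriavzevii at 28°C. The gene set calls were 0 with an estimated correlation and 5 with fry, and 21 with cameraPR.

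Leaving out 1 array left a group of 2 in the pooled fit, with fewer arrays, and moved 111 of the limma counts by over 1.5 times, while 177 stayed within that. The counts against T73 ranged from 0 to 813, 15 to 606 and 481 to 1738 at 12°C, the highest each without S. uvarum replicate A at 28°C, and from 0 to 165, 44 to 836 and 0 to 23 at 28°C. Between strains they ranged from 0 to 8 (S. uvarum and S. cerevisiae), 0 to 1 (S. kudriavzevii and S. cerevisiae) and 0 to 9 (S. uvarum and S. kudriavzevii) at 12°C and from 0 to 5, 0 to 6 and 0 to 56 at 28°C. For temperature they ranged from 0 to 1208, 1 to 655 and 0 to 316. Aroma genes called ranged from 0 to 7, 0 to 10 and 7 to 16 at 12°C and 0 to 2 and 2 to 10 at 28°C in S. cerevisiae and S. uvarum. Adjusted over the list they ranged from 1 to 13, 4 to 13 and 8 to 21, from 0 to 6 and 5 to 13, and from 15 to 34 for temperature over the strains. By the 2-fold rule, S. cerevisiae at 28°C ranged from 728 to 1997 genes (lowest without replicate B, highest without C), with 6 to 23 aroma genes, and S. kudriavzevii at 28°C had 6 to 16 aroma genes. Shared genes ranged at 28°C from 46 to 126 as higher and 13 to 30 as lower, and shared aroma genes from 1 to 3 as higher at 12°C and 0 to 1 at 28°C. The signal over background is not known, so the number of arrays limits the precision.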

Other observations

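The tests on S. cerevisiae replicate C at 28°C and on the values below -10 were chosen only after the result was seen.

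By the 2-fold rule, 23 genes were lower than T73 in all 3 strains at 28°C. This is lower than the value quoted from the study above. The 71 genes shared as higher at 28°C were also fewer than quoted. At 12°C the 378 shared as higher and 321 shared as lower were more than quoted. Without S. cerevisiae replicate A at 28°C the count of 23 became 13. In S. kudriavzevii at 28°C, 15.1% of the genes changed by the 2-fold rule. This is lower than the value quoted from the study above. That value was given for all strains and both temperatures together and so is not the same measure. The other groups lay on both sides of it, from 22.5% in S. cerevisiae at 28°C to 40.3% in S. kudriavzevii at 12°C.

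The genes shared by the 3 strains were compared with the ORFs that match no annotated gene. At 12°C such ORFs made up 61 of the 378 genes shared as higher (16.1%, against 7.72% of all tested, Fisher's exact p 1.3e-08) and 7 of the 321 shared as lower (2.18%, Fisher's exact p 2.13e-05). The direction was opposite at 28°C. There they made up 1 of the 71 genes shared as higher (1.41%, against 7.88% of all tested, Fisher's exact p 0.0424). Of the 23 shared as lower they made up 8 (34.8%, Fisher's exact p 0.000238). A part of the shared genes at both temperatures may therefore come from a signal-dependent imbalance. Genes are not independent, so that these p-values are too small. A shared control RNA is the other technical explanation. In the simulation unchanged strains with 1 control RNA shared 819.7 genes at 12°C, more than the 699 observed. With 1 control RNA per letter they shared 79.5, fewer than observed. Both numbers assume a control that varies as much as the rest of an array, and a less variable control would give fewer. Residuals of arrays with the same letter and temperature correlated with a median r of only 0.026 (-0.346 to 0.384). This argues against a control of that spread per letter. Since the labels do not say whether 1 extract of T73 was used, a shared control and a response common to the strains cannot be told apart.

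The median of the ribosomal protein genes was compared across arrays with that of the unmatched ORFs. At 28°C the 2 medians correlated with r = -0.789 over 9 arrays (exact permutation p 0.0163, 0.0326 adjusted for 2 tests), with rho = -0.800, and with r = -0.764 without the 2 farthest arrays. At 12°C r was -0.538 (exact permutation p 0.131), and 9 arrays leave this open. The higher ribosomal protein ratios at 28°C may thus follow the signal level of the arrays in part, and a difference in growth stays open and untested.

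S. cerevisiae replicate C at 28°C, with 6.12% of its ORFs at least 2-fold changed, correlated with replicates A and B at r = 0.087 and 0.027. Its mean r was 0.148 with the S. kudriavzevii arrays, 0.110 with the S. uvarum arrays and 0.057 with its own group. The single values overlapped (-0.010 to 0.251 for S. kudriavzevii and 0.010 to 0.191 for S. uvarum). The mean of 0.148 does not decide whether the label of this array is wrong. The array had 5 missing values, fewer than any other (6 to 498), which gives no sign of a weak hybridisation.

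Values below -10 occurred 76 times, as would follow from a Cy3 signal near its floor. If the failed hybridisation of another species to S. cerevisiae probes were their cause, they would be fewer on the S. cerevisiae arrays. These held 30 of the 76, a mean of 5.0 per array against 3.83 on the others (exact permutation p 0.643). Of the 30, 15 lay on S. cerevisiae replicate A at 12°C, and without it the mean was 3.0 against 3.83, so that the counts do not decide for or against this explanation.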
